A study of Mus musculus with 7 samples. Its data were reported in "Oligodendrocyte differentiation alters tRNA modifications and codon optimality-mediated mRNA decay" (2022).

How the data were processed

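tRNA levels were measured by QuantM-seq in 7 mouse libraries, 3 from OPCs, 2 from OLs and 2 from astrocytes, and groups and replicate numbers were taken from the deposited labels. According to the study's methods, the authors removed adapters and the 3′ CCA with cutadapt and mapped the reads with bowtie2 in a very sensitive local mode. The reference was the high-confidence mature tRNA set of GtRNAdb for mm10, with identical genes collapsed, together with mitochondrial tRNAs. The authors counted reads per isodecoder with featureCounts, strand-specifically and with a minimum mapping quality of 10, and kept replicates separate. They scaled the counts to RPM, a common total of all reads assigned to cytosolic and mitochondrial tRNAs, and the deposited RPM tables list the cytosolic tRNAs by isodecoder and summed by anticodon. Every anticodon value equalled the sum of its isodecoders within rounding. Of 52 anticodons 1 was listed at 0 in every library, as were 3 of 217 isodecoders.

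The authors' deposited tables of differential expression between OPCs and OLs came from DESeq2. Their mean signal is the count divided by size factors, as the authors' code computes it. The log2 fold changes were deposited by the authors as OPC over OL, and their sign was reversed here after comparison with the RPM. The deposited score of the test, made by the authors in DESeq2, gave the deposited p-value as a chi-square with 1 degree of freedom for all 51 anticodons that had one, and equalled the log2 fold change over its standard error for 0 of them. These are the values of a likelihood ratio test, as in the authors' code. The methods text, in contrast, names default settings, and the figure legends name a Wald test. The authors' code set missing adjusted p-values to 1. The isodecoder table also lists 45 mitochondrial tRNAs, which the RPM tables do not list.

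Within each library 100% of the RPM values were whole multiples of the value of 1 read, and this step gave the number of reads assigned to tRNAs. Between 43 and 55 low values per library carried that step, fewer than the 100 required for a count test, so tests on recovered reads were not run. The share of reads outside the cytosolic tRNAs was the RPM total minus the sum of the listed cytosolic RPM, as a percent of that total. Its 95% Wilson interval per library used the recovered read totals, and the limit for a value of 0 was set at 3 reads. These cover counting error only. No pair of replicate libraries agreed within counting error, with a chi-square per degree of freedom from 34.2 to 205.

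RPM were compared as log2(RPM + 1) with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with a variance trend over mean level and two-sided tests. Fold changes on this scale understate the change of low tRNAs. p-values were adjusted by Benjamini-Hochberg over all tRNAs tested, and an adjusted p under 0.01 was the threshold. All 52 anticodons were tested, and the 192 isodecoders with a mean of at least 1 RPM over all 7 libraries. OLs and astrocytes were each compared with OPCs in fits of those libraries alone. OLs and astrocytes were compared with each other in a fit of all 7 libraries. Isodecoder shares were log2(RPM + 1) minus the same value of the summed pool, for 184 isodecoders in 42 pools with at least 2 such members, without a variance trend. The share of reads outside the cytosolic tRNAs was compared by two-sided exact permutation tests of the difference of means. The correlation of changes was set against 1000 simulations in which no group differed. The tests, thresholds, filters and naming rules were chosen before the data were examined, except where stated otherwise.

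The anticodons named were 10 that the study discusses and 2 that it used as examples of even read density. Isodecoders were named if they were members of the Phe-GAA, Lys-UUU or Leu-UAA pools with a mean of at least 1 RPM. Up to 5 per direction were also named that had the largest absolute change among those past the threshold with libraries that did not overlap. For shares up to 3 per direction were named by the same rule. The pipeline was tested on simulated data with 50 simulations per setting. A log2 change of 1 was recovered for 71.2% of changed anticodons, 54.5% of changed isodecoders and 10.9% of changed shares, with at most 0.14 false calls per simulation. A log2 change of 0.3 was recovered for 2.8%, 0% and 0%, so a small change is mostly missed at these group sizes.

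Alternatives covered pseudocounts of 0.1 and 10, no filter and a minimum mean of 100 RPM, rescaling to the listed tRNAs, median-of-ratios scaling, the variance trend, a threshold of 0.05, the libraries in the fit, a term for the replicate number, and leaving out each library in turn. Alternatives without the tRNAs listed at 0 in every library were chosen after seeing the data. Coordinates of Phe-GAA genes were taken from a RefSeq gene table on GRCm38, the assembly also called mm10, and their context from GENCODE. Sequence variants, read positions and aminoacylation were not analysed here.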

Results

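QuantM-seq, which ligates a double-stranded adapter to the ends of mature tRNAs before reverse transcription, was used to measure tRNA levels in mouse glial cells. The 7 libraries came from oligodendrocyte progenitor cells (OPCs, n = 3) derived from epiblast stem cells, and from oligodendrocytes (OLs, n = 2) and astrocytes (n = 2) differentiated from OPCs in culture. Values were given as RPM, the reads of a tRNA scaled to a common total of tRNA reads, for 52 anticodon pools and for 217 isodecoders, which are tRNAs with the same anticodon and different bodies. The number of reads assigned to tRNAs was 1339021, 1509742 and 2432673 in OPC replicates 1 to 3. It was 1590312 and 1605007 in the OL libraries, and 2344932 and 2627351 in the astrocyte libraries. A count of 3 reads, the upper limit that a count of 0 allows, corresponded to 2.24 RPM in the shallowest library and 1.14 RPM in the deepest. Intervals and limits from reads cover counting error only, since PCR copies were not marked by molecular identifiers. tRNAs are named here with U where the tables write T, and the last number of a name is the isodecoder.

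The first comparison asked how reads divided between cytosolic and mitochondrial tRNAs in each cell type. The reads outside the cytosolic tRNAs made up 6.25% ± 1.10 (SD, n = 3) of tRNA reads in OPCs, 3.72% ± 0.247 (SD, n = 2) in OLs and 7.81% ± 0.10 (SD, n = 2) in astrocytes. Both OL libraries, at 3.55% (95% Wilson interval 3.52 to 3.58) and 3.90% (3.87 to 3.93), lay below all 3 OPC libraries, of which the lowest was 4.98% (4.95 to 5.01). The difference between OLs and OPCs was -2.52 percentage points, with a two-sided exact permutation p of 0.2 where the smallest p that the 10 splits allow with these values is 0.1. Astrocytes were 1.56 points above OPCs (exact permutation p 0.2), and 0.929 points above them without OPC replicate 3. The difference between OLs and astrocytes was -4.08 points, with an exact permutation p of 0.333, which was also the smallest possible. After Benjamini-Hochberg adjustment over the 3 comparisons, the exact permutation values were 0.3, 0.3 and 0.333. None of these designs could reach 0.05.

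**Figure D1:**
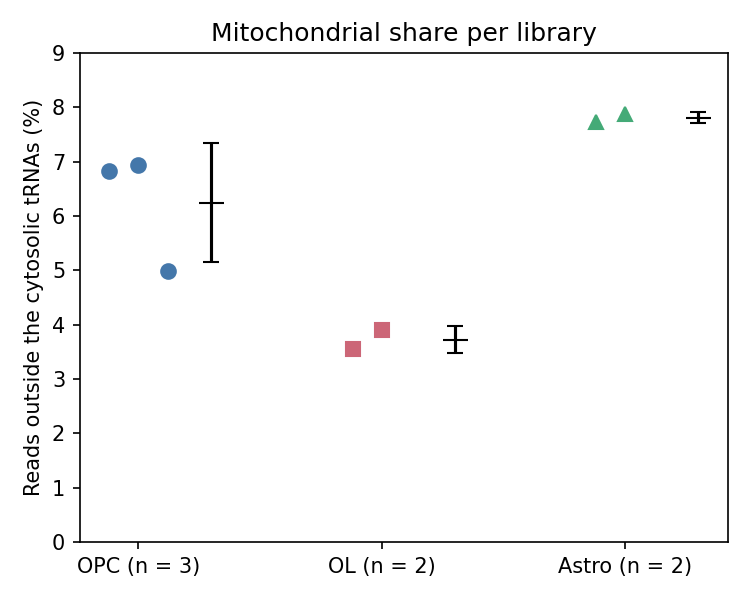
Percentage of tRNA reads outside the cytosolic tRNAs in each library (points, y axis in %), with the mean and SD of OPCs (n = 3), OLs (n = 2) and astrocytes (n = 2). The OL libraries sit at 3.55% and 3.90%, below the lowest OPC library at 4.98%.

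OLs were compared with OPCs to ask whether anticodon pools change as progenitors differentiate. Of 52 anticodons tested with limma on log2(RPM + 1), 0 passed an adjusted p of 0.01, while 13 had an unadjusted p under 0.05 where 2.6 would be expected by chance. At an adjusted p under 0.05 there were 4, of which 3 were higher in OLs. The libraries of the groups did not overlap for 25 anticodons (48.1%, against 20% by chance). The median log2 change of all anticodons was 0.12 as deposited and 0.02 after median-of-ratios scaling, so changes are also given relative to that median. The alternative that moved the count most lowered the threshold to 0.05 and left out the anticodon listed at 0 in every library, which gave 6 anticodons.

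SeC-UCA, the pool of selenocysteine tRNA, rose from 2195 ± 90.9 RPM (SD, n = 3) in OPCs to 3356 ± 98.6 RPM (SD, n = 2) in OLs. Its log2 change was 0.61 (SE 0.087, limma adjusted p 0.0402), or 0.50 relative to the median, and both OL libraries lay above all OPC libraries. Leu-UAA fell from 30257 ± 800 RPM (SD, n = 3) to 26164 ± 87.0 RPM (SD, n = 2), a log2 change of -0.21 (SE 0.033, limma adjusted p 0.0428) and of -0.33 relative to the median. Phe-GAA fell from 47525 ± 3872 RPM (SD, n = 3) to 40828 ± 330 RPM (SD, n = 2). Its log2 change of -0.22 (SE 0.078, limma adjusted p 0.185), or -0.33 relative to the median, did not pass, although both OL libraries lay below all OPC libraries. The limma adjusted p of Phe-GAA ranged from 0.0191 to 0.357 over the alternatives without a term for the replicate number. Over the same alternatives that of SeC-UCA ranged from 0.0128 to 0.102 and that of Leu-UAA from 0.0175 to 0.238. Lys-UUU changed by -0.11 (limma adjusted p 0.269), and by -0.07 without OPC replicate 1. The other anticodons past 0.05 were iMet-CAU at 0.22 (limma adjusted p 0.0402) and Asp-GUC at 0.37 (limma adjusted p 0.0464). Both were singled out after their values were seen, and for each both OL libraries lay above all OPC libraries.

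A list of 10 anticodons that the study discusses was fixed in advance. Adjusted over the list alone, 0 of the 10 passed 0.01 in limma and 2 passed 0.05, SeC-UCA and Leu-UAA, each with an adjusted p of 0.0123. Phe-GAA, Leu-UAA and SeC-UCA were chosen by the study on these same libraries, so this smaller adjustment is not independent evidence. The other 7 members had log2 changes between -0.11 and 0.08. Under median-of-ratios scaling, Arg-UCU moved from 0.04 to -0.06 and Ala-CGC from 0.08 to -0.01. His-GUG and Leu-CAG were added to the named anticodons because the study used them as examples of tRNAs with even read density. They changed by 0.03 and 0.16, and His-GUG by -0.07 under median-of-ratios scaling. The change of His-GUG was -0.04 without OPC replicate 2, and that of Gln-UUG moved from -0.07 to 0.10 without OPC replicate 3.

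**Figure D2:**
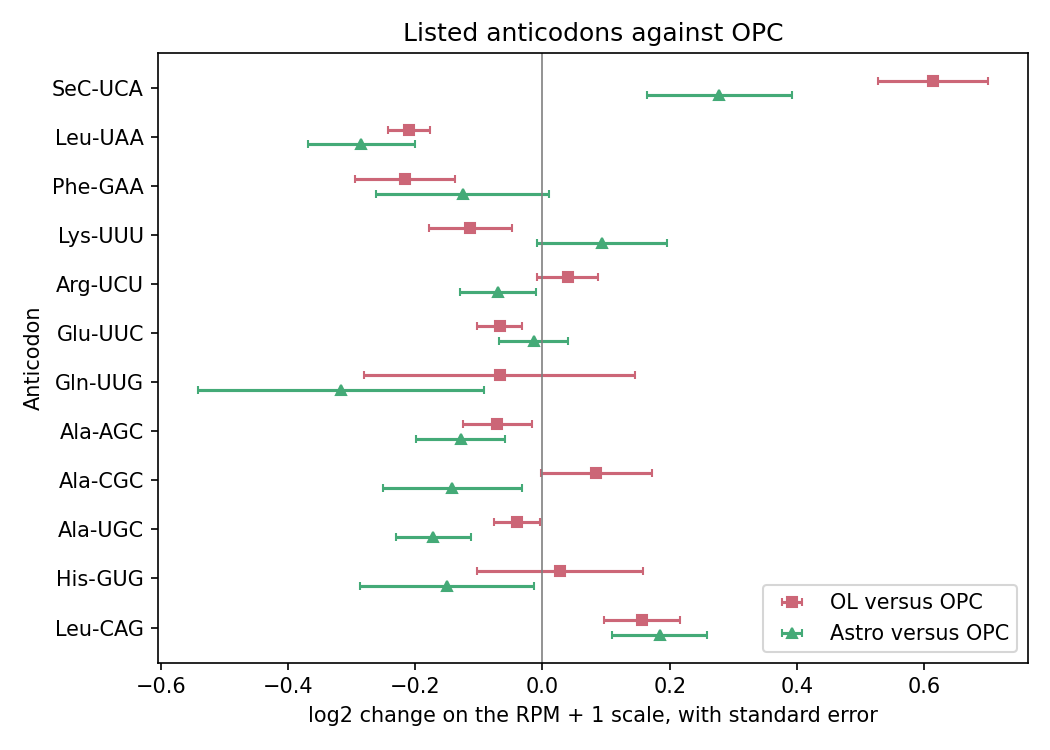
Log2 change on the RPM + 1 scale (x axis) of 12 listed anticodons (y axis) in OLs (squares) and astrocytes (triangles) against OPCs, with standard errors from limma (bars). SeC-UCA at 0.61 in OLs lies farthest from 0.

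At the isodecoder level, the same comparison asked whether individual tRNA bodies change within these pools. Of 192 isodecoders with a mean of at least 1 RPM, 11 passed a limma adjusted p of 0.01, 2 higher and 9 lower in OLs, with absolute log2 changes from 0.61 to 1.49. At an unadjusted p under 0.05 there were 63, against 9.6 expected by chance, and 35 had an adjusted p under 0.05. The libraries did not overlap for 102 isodecoders (53.1%, against 20% by chance). The count was sensitive to single OPC libraries: it was 4 without OPC replicate 1, 9 without OPC replicate 2 and 29 without OPC replicate 3. All 11 were among the 29, the 4 belonged to the 11, and so did 6 of the 9. With no filter on low values the count was 1.

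Lys-UUU-2 fell from 2709 ± 145 RPM (SD, n = 3) in OPCs to 985 ± 10.8 RPM (SD, n = 2) in OLs. Its log2 change was -1.46 (SE 0.10, limma adjusted p 0.00026), and it passed in every alternative fit that gave a test. Phe-GAA-3 fell from 5487 ± 829 RPM (SD, n = 3) to 2768 ± 23.8 RPM (SD, n = 2), a log2 change of -0.98 (SE 0.13, limma adjusted p 0.0041). Without OPC replicate 1 its limma adjusted p was 0.0236, within a range of 0.000123 to 0.0259 over the alternatives without a term for the replicate number. The largest fall among the 11 was that of Leu-CAA-4 at -1.49, followed by Met-CAU-4 at -1.46 (both limma adjusted p 0.0008). Lys-UUU-3, Val-CAC-1, Thr-AGU-6, Ala-AGC-5 and Val-AAC-2 fell by 1.20, 1.14, 1.06, 1.06 and 1.03 on the log2 scale. Ala-AGC-7 rose by 0.74 (limma adjusted p 0.0054) and SeC-UCA-1 by 0.61 (limma adjusted p 0.0062). Neither passed without OPC replicate 1 (limma adjusted p 0.0236 for both) or without OPC replicate 2 (0.0147 and 0.0181). Among those that fell, Lys-UUU-3 also passed in neither of these fits (limma adjusted p 0.0328 and 0.0217). Val-CAC-1 did not pass without OPC replicate 1 (limma adjusted p 0.0247). SeC-UCA-1 makes up 100% of its anticodon pool, so its value is that of the pool, and its adjusted p differs through the other tRNAs in the fit. For all 11, both OL libraries lay outside the range of the OPC libraries. Thr-AGU-6, Ala-AGC-5 and Val-AAC-2 fell outside the naming rule and were named after their values were seen.

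**Figure D3:**
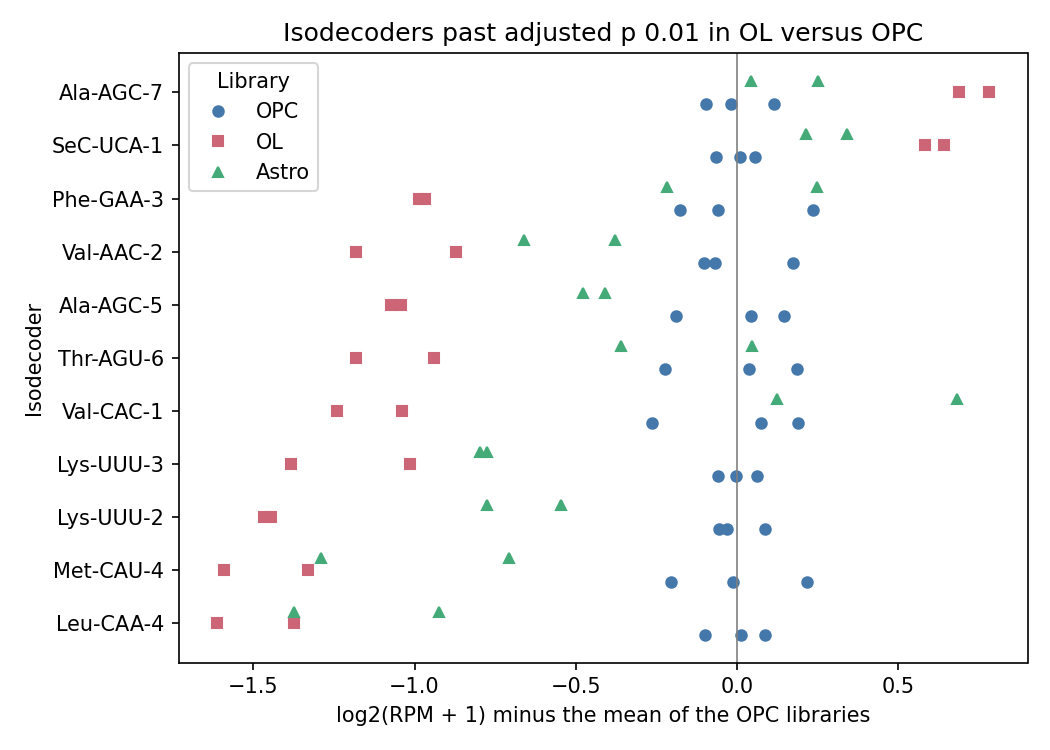
log2(RPM + 1) of each library minus the mean of the OPC libraries (x axis) for the 11 isodecoders past an adjusted p of 0.01 in OLs against OPCs (y axis), with OPC (circles), OL (squares) and astrocyte (triangles) libraries as points. In each, both OL libraries lie outside the range of the OPC libraries.

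Within the pools of Phe-GAA, Lys-UUU and Leu-UAA, the isodecoders past 0.01 were minor members, with 10.6% of the pool for Phe-GAA-3 and 2.77% and 0.110% for Lys-UUU-2 and Lys-UUU-3. Phe-GAA-1, with 81.4% of its pool, changed by -0.15, and Phe-GAA-2 by 0.00, where rescaling to the listed tRNAs gave -0.03 and median-of-ratios scaling -0.06. Lys-UUU-1, with 97.1% of its pool, changed by -0.08, and by -0.03 without OPC replicate 1. Leu-UAA-1 and Leu-UAA-2 changed by -0.15 and -0.23, the former by -0.05 without OPC replicate 3. None of these 5 passed a limma adjusted p of 0.01, here or in any of the alternative fits, and Leu-UAA-2 was the only member of the 5 with an unadjusted p under 0.05 (limma unadjusted p 0.0064, adjusted p 0.0392). Leu-UAA-3, Leu-UAA-4 and Lys-UUU-5 averaged 2.50, 1.74 and 7.47 RPM over all libraries, near the limit of detection. Leu-UAA-3 and Leu-UAA-4 rose by 1.80 and 1.88 on the log2 scale (limma adjusted p 0.0526 and 0.0223), against the direction of their pool, and both OL libraries lay above all OPC libraries. Lys-UUU-5 changed by 0.02. The reference holds 7 Phe-GAA genes of 73 nucleotides on GRCm38, the build that the study's tRNA set uses. They lie on chromosome 5 (125406055 to 125406127), chromosome 10 (80248964 to 80249036), chromosome 13 (21161405 to 21161477 and 21882885 to 21882957), chromosome 14 (118089525 to 118089597) and chromosome 19 (12002236 to 12002308 and 12008545 to 12008617). All 7 are intergenic in the GENCODE annotation, and the tables do not say which gene is which isodecoder.

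The share of each isodecoder within its pool was tested to separate a change in make-up from a change in the pool. Of 184 isodecoders in 42 pools, 4 passed a limma adjusted p of 0.01 in OLs against OPCs, all lower, and 57 had an unadjusted p under 0.05 against 9.2 by chance. The log2 change of the share was -1.74 for Leu-CAA-4 (limma adjusted p 0.0090), -1.34 for Lys-UUU-2 (limma adjusted p 0.0088) and -1.07 for Val-CAC-1 (limma adjusted p 0.0039). That of Arg-CCG-2, named after its values were seen, was -0.49 (limma adjusted p 0.0099). In all 4 both OL libraries lay below all OPC libraries. The libraries did not overlap for 102 isodecoder shares (55.4%, against 20% by chance). The count was 0 without OPC replicate 1, 0 without OPC replicate 2 and 5 without OPC replicate 3, of which 1, Val-CAC-1, belonged to the 4. Without OPC replicate 3, Leu-CAA-4 and Lys-UUU-2 had limma adjusted p-values of 0.0205 and 0.0118. The count ranged up to 26 at a threshold of 0.05.

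Astrocytes were compared with OPCs as the control for differentiation in general. At the anticodon level 0 of 52 passed a limma adjusted p of 0.01, 6 had an unadjusted p under 0.05 against 2.6 by chance, and the lowest adjusted p was 0.224. The libraries did not overlap for 17 anticodons (32.7%, against 20% by chance). Adjusted over the list alone, 0 of the 10 listed anticodons passed. Phe-GAA changed by -0.13, which became -0.30 without astrocyte replicate 1 and 0.05 without astrocyte replicate 2. At the isodecoder level 0 of 192 passed 0.01 and 14 passed 0.05, all lower in astrocytes, with 40 at an unadjusted p under 0.05. The libraries did not overlap for 76 isodecoders (39.6%, against 20% by chance). The count at 0.01 was 6 without OPC replicate 1 and 17 without OPC replicate 3, and it was also 17 under median-of-ratios scaling. For isodecoder shares 0 of 184 passed 0.01, with 43 at an unadjusted p under 0.05 and a lowest limma adjusted p of 0.05.

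OLs were compared with astrocytes directly, in a fit of all 7 libraries that also tests whether the change from OPCs differs between the cell types. Among anticodons 0 of 52 passed a limma adjusted p of 0.01, with 8 at an unadjusted p under 0.05 and a lowest adjusted p of 0.181. Adjusted over the list alone, 0 of the 10 listed anticodons passed. The median log2 change of the anticodons was 0.11 as deposited and 0.00 after median-of-ratios scaling. The libraries did not overlap for 30 anticodons (57.7%, against 33.3% by chance). Among 192 isodecoders 12 passed, 2 higher and 10 lower in OLs, with 52 at an unadjusted p under 0.05 against 9.6 by chance. The libraries did not overlap for 116 (60.4%, against 33.3% by chance). The count was 20 without OPC replicate 3, 9 without OPC replicate 1 and 8 without OPC replicate 2, and the alternatives that moved it most, no filter on low values and no variance trend, gave 0.

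Phe-GAA-3 was 2768 ± 23.8 RPM (SD, n = 2) in OLs and 5579 ± 1261 RPM (SD, n = 2) in astrocytes. Its log2 change was -0.99 (SE 0.17, limma adjusted p 0.0053), or -1.10 relative to the median of all isodecoders. Lys-UUU-2 was 985 ± 10.8 RPM (SD, n = 2) in OLs and 1718 ± 194 RPM (SD, n = 2) in astrocytes, a log2 change of -0.80 (SE 0.13, limma adjusted p 0.0046) and of -0.91 relative to the median. Both also passed 0.01 in OLs against OPCs, a comparison that shares the OL libraries. Ala-UGC-6 and Ala-UGC-7 were higher in OLs by 1.14 and 1.39 (1.03 and 1.27 relative to the median). For the former the OL mean of 1855 ± 68.0 RPM (SD, n = 2) was close to the OPC mean of 1742 ± 191 RPM (SD, n = 3), and the astrocyte mean was 841 ± 67.0 RPM (SD, n = 2). Val-CAC-1 changed by -1.54, Ser-GCU-5 by -1.48, Val-AAC-4 by -1.42, Val-CAC-3 by -1.37 and Cys-GCA-8 by -1.13, and relative to the median these were -1.66, -1.60, -1.53, -1.48 and -1.25. In all of these both OL libraries lay outside the range of the astrocyte libraries. Ala-UGC-7 and Cys-GCA-8 no longer passed without OPC replicate 1 (limma adjusted p 0.0128 for both) or without OPC replicate 2, within ranges of 0.0027 to 0.0351 and 0.00054 to 0.0351 over their alternatives. Cys-GCA-8 also did not pass with a pseudocount of 10 (limma adjusted p 0.0122).

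The typical size of change was compared between levels as a description, since tRNAs are not replicates. The median absolute log2 change in OLs against OPCs was 0.17 over 50 anticodons and 0.29 over 192 isodecoders. The corresponding values between replicate libraries, scaled to the same group sizes, were 0.08 and 0.13. In astrocytes against OPCs the medians were 0.16 and 0.26, and in OLs against astrocytes 0.17 and 0.25. Anticodon changes in OLs and astrocytes correlated with a Pearson r of 0.454 (Spearman rho 0.478) across 50 anticodons, and isodecoder changes with an r of 0.458 (rho 0.438) across 192 isodecoders, which are not independent replicates. In 1000 simulations without any change, the OPC libraries shared by both comparisons alone gave a mean r of 0.390 and 0.394, with upper limits of 0.745 and 0.612. The observed values lay within these limits. Leaving out 1 library moved the anticodon r between 0.202 (without astrocyte replicate 2) and 0.600 (without astrocyte replicate 1), with 0.237 without OL replicate 2.

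The authors' deposited table of anticodons, computed with DESeq2 on OPC and OL counts, listed 3 of 52 with an adjusted p under 0.01, 1 higher and 2 lower in OLs. In the authors' deposited table SeC-UCA had a log2 change of 0.53 (DESeq2 adjusted p 5.46e-06), and Leu-UAA and Phe-GAA had -0.30 and -0.30 (both DESeq2 adjusted p 0.0067). Its log2 changes correlated with those from RPM with an r of 0.879 across anticodons, which are not independent replicates. The authors' deposited table of isodecoders listed 27 of 217 cytosolic isodecoders past 0.01, 7 higher and 20 lower in OLs, and all 11 isodecoders past 0.01 in RPM were among these. The correlation of the log2 changes with those from RPM was 0.976 across isodecoders.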

Values the study reported

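The study reported that more than 90% of the tRNA reads were cytoplasmic in both OPCs and oligodendrocytes. It described a larger mitochondrial pool in OPCs. At the anticodon level, it reported 3 tRNAs whose expression differed between these cell types at an adjusted p value of 0.01. Of these, SeC-UCA was higher in oligodendrocytes, and Phe-GAA and Leu-UAA were lower.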

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

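The tests of library scaling, of size factors and of library preparation in this part were chosen after the result was seen, while those of counting error and depth were set out before it.

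The direct comparison of OLs and astrocytes, which tests whether the changes from OPCs differ between the cell types, found 12 isodecoders past an adjusted p of 0.01 in limma. The log2 changes of those named were -1.54 for Val-CAC-1, -1.48 for Ser-GCU-5, -1.42 for Val-AAC-4, -1.37 for Val-CAC-3, -1.13 for Cys-GCA-8, -0.99 for Phe-GAA-3, -0.80 for Lys-UUU-2, 1.14 for Ala-UGC-6 and 1.39 for Ala-UGC-7. The tables argue against several technical sources. Under median-of-ratios scaling all 12 isodecoders remained past the threshold, so library scaling alone cannot make the pattern. After the reads of every library were thinned to 1339021, the depth of the shallowest, the same 12 were past the threshold among 13 in all, which argues against the difference in depth. The smallest ratio of a change to its counting standard error was 7.81, for Ala-UGC-7, so counting error of low isodecoders is too small. On the log2 scale the astrocyte libraries differed from each other more than the OL libraries for each of those named, as with 457 and 246 RPM for Ser-GCU-5 against 118 and 120 RPM in OLs. What stays open is a difference between cell types, a difference between library preparations, which the labels do not give, and an effect of tRNA modifications on reverse transcription or on the assignment of reads to similar isodecoders. None of these was tested here, and with 2 libraries per group they may not be separable.

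The authors' deposited table of isodecoders lists mitochondrial tRNAs that the comparisons of cytosolic RPM do not use. Of 45 listed, 17 had an adjusted p under 0.01 in DESeq2, all lower in OLs, with log2 changes from -0.99 to -0.50. All 22 with a mean above 100 were lower in OLs. The size factors of the authors' normalization would shift all tRNAs alike, but the median log2 change of these 22 differed from that of 131 cytosolic isodecoders by -0.677, where the bootstrap SD of the cytosolic median was 0.056. That argues against size factors as the source. Library preparation of single libraries could not be excluded: the share of reads outside the cytosolic tRNAs gave a two-sided exact permutation p of 0.2 for OLs against OPCs, where 0.1 is the smallest possible, although the libraries did not overlap. A lower mitochondrial tRNA content of OLs is a candidate explanation that remains untested against it.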

How the results depend on the processing

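The alternatives that leave out tRNAs listed at 0 in every library were chosen after seeing the data. The edgeR test and the DESeq2 Wald and likelihood ratio tests on recovered reads were planned and not run, because fewer than 100 low values per library carried the step of 1 read.

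The count of anticodons past the threshold in OLs against OPCs was 0 and stayed 0 in the alternatives not named here. It was 4 at a threshold of 0.05. Without the anticodon listed at 0, it was 6 at that threshold and 5 with the replicate term, while without that anticodon alone it was 0. The tRNA at 0 has no variance and enters the pooled variance of the fit. In OLs against astrocytes the count of 0 became 3 under median-of-ratios scaling without that anticodon. Astrocytes against OPCs stayed at 0 throughout, with 6 at an unadjusted p under 0.05.

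The 11 isodecoders past the threshold in OLs against OPCs became 19 with a minimum mean of 100 RPM (10 of the 11 among them), 17 after rescaling to the listed tRNAs, 22 under median-of-ratios scaling, 35 at a threshold of 0.05 and 45 with the replicate term. All 11 were among those 17, 22, 35 and 45. Of the 45, 27 were higher in OLs. The count fell to 2 with no variance trend, and the cause was not tested. With no filter on low values it fell to 1, and to 10 when the 3 isodecoders listed at 0 were left out, so those 3 account for most of the fall. It ranged from 4 to 29 across the 3 fits that each left out an OPC library. In astrocytes against OPCs the count of 0 became 1 with a minimum mean of 100 RPM, 17 under median-of-ratios scaling, 14 at a threshold of 0.05, 10 with all 7 libraries in the fit and 24 with the replicate term, and ranged from 0 to 17 across the fits that left out a library. In OLs against astrocytes the 12 became 0 with no filter on low values and 0 with no variance trend. Without filter and without the isodecoders listed at 0, all 12 were past the threshold. The range was 8 to 20 across the fits that left out a library. Except for the rise at the looser threshold, and the falls through tRNAs at 0, the cause was not tested.

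The 4 isodecoder shares past the threshold in OLs against OPCs became 12 with a pseudocount of 10, 16 with a minimum mean of 100 RPM, 1 with no filter, 10 with a variance trend, 26 at a threshold of 0.05, 17 with all 7 libraries and 0 with the replicate term. The range was 0 to 5 across the fits that left out a library, with 0 without OPC replicate 1 and without OPC replicate 2. The cause was not tested. Shares in astrocytes against OPCs stayed at 0 in the alternatives run, with 43 at an unadjusted p under 0.05.

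The replicate term assumes that libraries with the same number belong together. Only OPCs have a replicate 3, so in comparisons with OPCs that library adds nothing to the change or to the residual spread. The change of Gln-UUG in OLs against OPCs was 0.10 both with the term and without OPC replicate 3. Fits with this term are therefore not a separate check beside those without OPC replicate 3. The OL cultures came from 2 of the OPC replicates according to the methods, but which of them is not stated and the labels give only a number. Deviations from the group mean in OL and OPC libraries of the same number correlated at 0.12 and -0.11, and those in Astro and OPC libraries at -0.07 and 0.34. The value for OL and Astro libraries was -0.29 for both numbers, which is equal by construction with 2 libraries per group. These values do not show that the numbers pair the libraries, and pairing by origin remains open. With this term the calls of Ala-UGC-7 and Cys-GCA-8 in OLs against astrocytes were lost (limma adjusted p 0.0110 for both), and so were those of the shares of Leu-CAA-4, Lys-UUU-2 and Val-CAC-1 in OLs against OPCs (0.0682 for each). Leu-UAA-3 and Leu-UAA-4, both near the limit of detection, passed in OLs against OPCs (1.57e-06 and 1.55e-06). So did SeC-UCA without the anticodon at 0 (0.0095). Lys-UUU-2 and Lys-UUU-3 passed in astrocytes against OPCs (0.0041 and 0.0062).

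The median absolute change of anticodons in OLs against astrocytes moved to 0.12 under median-of-ratios scaling. With a pseudocount of 10, that of isodecoders moved to 0.22 in OLs against OPCs, 0.21 in astrocytes against OPCs and 0.20 in OLs against astrocytes, since a larger pseudocount shrinks the changes of low tRNAs. The mitochondrial share moved by less than the spread in the alternatives run. The correlation of changes was not set against a spread. Over the fits that left out a library, it ranged from 0.202 to 0.600 for anticodons and from 0.368 to 0.510 for isodecoders. In the other alternatives it ranged from 0.332 to 0.478 for anticodons and from 0.438 to 0.495 for isodecoders. In the authors' deposited table, 10 anticodons passed at 0.05 and 0 at 0.01 with an absolute log2 change of at least 1. In the authors' deposited table of isodecoders, these were 44 and 8 for cytosolic tRNAs, and 0 mitochondrial tRNAs passed with that minimum change.

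Of 1454 alternative values of 84 named results, 1321 kept their direction and side of the threshold, or moved by less than the spread where there was no test. The others were 61 weaker, 16 stronger, 16 moved without a test and 40 reversed. The reversed values were of tRNAs with small changes or few reads. In OLs against OPCs they were, after rescaling to the listed tRNAs, -0.0106 for His-GUG, -0.00913 for Lys-UUU-5 and -0.0343 for Phe-GAA-2. Under median-of-ratios scaling they were -0.0557 for Arg-UCU, -0.0105 for Ala-CGC, -0.0676 for His-GUG, -0.0298 for Lys-UUU-5 and -0.0578 for Phe-GAA-2, and with the replicate term 0.10 for Gln-UUG. In astrocytes against OPCs, Glu-UUC was 0.0102 after rescaling and 0.00044 under median-of-ratios scaling. Leu-UAA-3 was 0.37 with a pseudocount of 0.1 and 0.13 with the replicate term, and Phe-GAA-2 was 0.0183 with the replicate term. In OLs against astrocytes, Ala-AGC, Leu-UAA-2 and Phe-GAA-2 were -0.00471, -0.0269 and -0.0134 after rescaling. Under median-of-ratios scaling Ala-AGC was -0.0520, Leu-UAA -0.0342, Arg-UCU -0.00057, Leu-UAA-2 -0.0584 and Phe-GAA-2 -0.0449. For anticodons the values under median-of-ratios scaling and the replicate term were the same without the anticodon at 0. Across the fits that left out a library, the range in OLs against OPCs was -0.0589 to 0.114 for His-GUG, -0.16 to 0.10 for Gln-UUG, -0.0847 to 0.133 for Lys-UUU-5 and -0.0431 to 0.0673 for Phe-GAA-2. In astrocytes against OPCs it was -0.57 to 0.34 for Leu-UAA-3, -0.20 to 0.11 for Phe-GAA-2 and -0.22 to 0.25 for Phe-GAA-3. The cause was not tested.

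Depth limits the lowest tRNAs: 3 reads correspond to 1.14 to 2.24 RPM, so Leu-UAA-3 and Leu-UAA-4 could not be followed reliably. The simulations recovered a log2 change of 1 for 71.2% of anticodons and of 0.3 for 2.8%, so anticodon changes of the size seen for Phe-GAA or Leu-UAA are mostly missed at this threshold.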

Other observations

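The tests of library scaling and of concentration in the most abundant isodecoder in this part were chosen after the result was seen. Those of counting error, of other splits and of reads assigned to another isodecoder were set out before it.

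Among the isodecoders past an adjusted p of 0.01 in OLs against OPCs, 9 of 11 were lower in OLs. Under median-of-ratios scaling, 18 of 22 were lower, which argues against library scaling as the source of the direction. The direction depends on the fit: 13 of 29 were higher in OLs without OPC replicate 3. With a term for the replicate number most were higher, 27 of 45. That term also takes OPC replicate 3 out of the change, so these fits are not separate checks. Of all 192 isodecoders, 59.9% were higher. The smallest ratio of a change to its counting standard error was 8.86, for Lys-UUU-3, which argues against counting error of low isodecoders. Of the 10 splits of the 5 libraries into 3 and 2, only the real split, 1 of 10, gave as many calls, and each of the other splits gave 0, but a share under 0.05 is out of reach with 10 splits. Reads assigned to another isodecoder of the same anticodon would make the rest of the pool gain what the isodecoder lost. For 3 of the 9 isodecoders that fell, the rest of the pool differed from that gain by more than 2 standard errors. For Phe-GAA-3 the rest of the pool also fell, at a distance of -2.90 standard errors. That argues only weakly against a shift of its reads within the pool alone. The standard error rests on 5 libraries and leaves out the error of the loss. For Leu-CAA-4 and Thr-AGU-6 the rest gained more than was lost, at 5.07 and 2.71 standard errors. A shift of reads together with a rise of the pool would also give this, so a shift is not excluded for them. For the other 6 the spread between libraries was too wide to decide, and a shift of reads and a fall of the isodecoder cannot be told apart. A difference between cell types in the transcription, stability or modification of these tRNAs stays open and was not tested.

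Reads of the 42 pools with several isodecoders were more concentrated in the most abundant member in both OL libraries than in any other library. Summed over these pools, the most abundant members held 74.1%, 73.7% and 71.6% of the reads in the OPC libraries. The values were 75.7% and 75.3% in the OL libraries and 74.4% and 74.8% in the astrocyte libraries. Abundant pools weigh most in this share, which is not a mean over pools. The difference of 2.39 points between OLs and OPCs had a two-sided exact permutation p of 0.2, where 0.1 is the smallest possible. The difference between astrocytes and OPCs was 1.51 points, also with an exact permutation p of 0.2. The size of both differences depends on OPC replicate 3. Its share of 71.6% lay below the 74.1% and 73.7% of the other OPC libraries. The libraries of the 3 cell types did not overlap, but neither pairwise test can reach a p under 0.05 with these group sizes. These pairwise tests therefore do not decide, and the 3 cell types were not tested together. Whether the concentration depends on the cell type stays open.

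At the anticodon level, 0 of 52 anticodons passed an adjusted p of 0.01 in OLs against OPCs, with 13 at an unadjusted p under 0.05. That is lower than the number quoted from the study above, which came from a different test, DESeq2 on counts. In the simulations the test used here recovered only 2.8% of anticodon log2 changes of 0.3. The lower count is therefore not evidence against the study's result. The paper also reported a decrease of Phe-GAA in oligodendrocytes from Northern blots.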
